# *Ajuba* as a Potential Nutrition-Responsive Biomarker for the Prevention of Age-Related Sarcopenia

**DOI:** 10.3390/ijms26167869

**Published:** 2025-08-14

**Authors:** Youngji Han, Seung Pil Pack

**Keywords:** sarcopenia, nutrition-responsive biomarker, nutritional therapy, *Ajuba*

## Abstract

Sarcopenia, the age-related decline in skeletal muscle mass and function, is a growing health concern in aging populations. Nutritional interventions are increasingly recognized for their therapeutic potential; however, molecular biomarkers that reflect their efficacy are limited. To identify nutrition-responsive genes relevant to sarcopenia, we performed transcriptomic profiling of gastrocnemius muscle from mature and middle-aged mice. Aging-associated differentially expressed genes (DEGs) were filtered based on expression levels and correlation with muscle mass. Functional food interventions, including high- and low-molecular-weight collagen hydrolysates and allulose, were applied, and effect scores were calculated to assess transcriptomic responsiveness. *Ajuba*, a gene involved in cytoskeletal regulation and tissue remodeling, was significantly downregulated in middle-aged mice, consistent with aging-associated muscle decline. Dietary supplementation restored *Ajuba* expression across all intervention groups, with the strongest effect observed in the high-molecular-weight collagen group. *Ajuba* expression also showed strong positive correlations with tibialis anterior mass, hindlimb thickness, and muscle-to-fat ratio. *Ajuba* was identified as a nutritionally modifiable gene with strong associations to muscle phenotype and dietary response. These findings support *Ajuba* as a transcriptomic biomarker and potential molecular target for precision nutrition strategies aimed at preventing or mitigating sarcopenia.

## 1. Introduction

Sarcopenia, characterized by the progressive and age-related decline in skeletal muscle mass and function, is a major factor contributing to frailty, falls, metabolic disorders, and mortality in the elderly population [1,2]. With the global increase in aging populations, there is an urgent need to develop effective strategies to prevent or delay sarcopenia [3]. Among various non-pharmacological approaches, dietary intervention using functional food components has attracted attention as a relatively safe and sustainable method [4,5]. Nutritional compounds have been reported to improve muscle health by reducing inflammation, oxidative stress, and metabolic dysregulation [6,7].

However, the molecular mechanisms underlying the effects of these dietary components remain largely unclear. In particular, little is known about how they modulate gene expression and metabolic pathways in vivo. Moreover, it is uncertain whether such gene-level responses can serve as reliable biomarkers to guide early prevention. To develop effective dietary strategies, it is essential to identify molecular markers that reflect biological responsiveness to nutritional intervention [8].

Another important consideration is that the same dietary intervention may not produce uniform outcomes across individuals. This variability has led to increasing interest in personalized nutrition, which considers individual physiological and genetic characteristics [9,10]. Personalized nutrition seeks to optimize dietary approaches using biomarkers that indicate an individual’s responsiveness to specific foods or nutrients. Therefore, identifying genes that are both regulated by diet and associated with meaningful physiological changes is a critical goal in the field of precision nutrition [11,12].

As we previously reported, we examined the effects of molecular weight-specific collagen hydrolysates and allulose as dietary interventions for age-related sarcopenia [13,14]. Supplementation with collagen hydrolysates in middle-aged mice increased skeletal muscle mass, reduced adiposity, and improved muscle structure by activating the IGF-1/PI3K/AKT/mTOR signaling pathway [13]. Allulose also enhanced muscle mass and strength, potentially by upregulating IGF-1, suppressing myostatin, modulating autophagy via the mTOR pathway, and increasing antioxidant activity [14]. Building on these findings, the present study aimed to investigate how supplementation with these functional food components affects skeletal muscle gene expression in a mouse model of age-related sarcopenia. Through transcriptome analysis, we aimed to identify genes that were altered in response to dietary intervention and evaluate their potential as nutrition-responsive biomarkers. This approach may provide insight into the molecular mechanisms of sarcopenia and offer a basis for developing targeted nutritional strategies to support muscle health during aging.

## 2. Results

### 2.1. Identification of Muscle-Related Candidate Genes Among Aging-Associated DEGs

To investigate the molecular effects of dietary interventions on age-related sarcopenia, we utilized a mouse model involving four experimental groups. Eight-week-old male mice receiving a standard diet served as the mature control group (Mature), while 48-week-old male mice were assigned to either a middle-aged control group (Middle-aged; standard diet) or to dietary intervention groups receiving 3% allulose (ALL) or 0.2% collagen hydrolysates of low or high molecular weight (LCOL and HCOL). All interventions were conducted for 12 weeks. Each group was evaluated for phenotypic and transcriptomic changes, and individual mice were treated as independent experimental units. Although the mice were initially 8 and 48 weeks old at the time of group allocation, all animals underwent a one-week acclimation period followed by the 12-week intervention. Therefore, transcriptomic and phenotypic comparisons were effectively made between 21-week-old (formerly 8-week-old) and 61-week-old (formerly 48-week-old) mice. Detailed information regarding animal grouping and dietary composition is provided in Section 4.1.

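Gastrocnemius muscle, the large muscle of the calf, was taken from individual male C57BL/6J mice, and mRNA libraries from 17 of these mice are described here. The Mature group (n = 7) was 8 weeks old at the start and 21 weeks old at the end. The Middle-aged group (n = 6) was 48 weeks old at the start and 61 weeks old at the end, and both groups received the AIN-93G diet. The ALL group (n = 4) had the ages of the Middle-aged group and received AIN-93G in which allulose, a low-calorie epimer of fructose, replaced cellulose at 3% for 12 weeks. The sample labels give the ages as 8 weeks and 12 months, and the ages of the paper are used beside its statements. The figure legends give n = 6 for the Mature group and the methods give n = 7, and all 7 labelled Mature libraries were used because nothing identifies a library that was left out. The mice on the collagen diets (HCOL and LCOL) are not analysed here.
The values are counts of read pairs or reads per gene, made by the authors before deposit and not normalized. The paper describes trimming with Trimmomatic, alignment with STAR and quantification with StringTie, whereas the processing notes of the submitters list FastQC 0.11.7, Trimmomatic 0.38, HISAT2 2.1.0, featureCounts and the mm10 build. The total count per library ranged from 49774656 to 63970155 in Mature (median 62841471), from 61832304 to 72640511 in Middle-aged (median 67540570) and from 64018538 to 70544150 in ALL (median 68005744). Mitochondrial genes took 15.4% to 22.1% of the counts in Mature, 15.0% to 23.2% in Middle-aged and 16.5% to 21.5% in ALL. From these counts, 16731 of 45777 genes passed a filter on low counts, libraries were scaled by TMM, and the 3 groups were compared in a single fit with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment (FDR under 0.05). The filter, the scaling, the test and the denominator of the effect score could each change the numbers, and each was varied. Log2 fold changes (logFC) are given as Middle-aged minus Mature or as ALL minus Middle-aged, and CPM is the count of a gene relative to the library total after TMM scaling.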

To explore transcriptional changes associated with aging, we performed mRNA sequencing using gastrocnemius muscle tissues from all experimental groups. For the identification of aging-related differentially expressed genes (DEGs), we first focused on a comparison between the Mature and Middle-aged groups, both maintained on a standard diet without any dietary intervention. 

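Some markers of blood vessels, nerve sheath, tendon and extracellular matrix were lower in Middle-aged than in Mature gastrocnemius muscle, and of these groups only the endothelial and the smooth muscle and pericyte lists passed as a whole with an estimated correlation. Of 15 endothelial cell markers measured, 10 fell and 5 did not pass the test (13 fell when adjusted over the list alone). Tie1, a receptor of endothelial cells, had a logFC of −0.77, and Pecam1, an adhesion protein of the same cells, had a logFC of −0.64. Of 12 smooth muscle and pericyte markers, 8 fell (9 when adjusted over the list alone), among them Pdgfrb, a growth factor receptor of pericytes, with a logFC of −0.99, and Heyl, a target of Notch signaling, with a logFC of −1.24. Of 14 Schwann cell and nerve markers, 11 fell (12 when adjusted over the list alone). Prx, which encodes a protein of Schwann cells that is needed to maintain myelin, had a logFC of −1.95. Of 28 collagen and matrix genes, 14 fell (18 when adjusted over the list alone), including the fibrillar collagen Col3a1 (logFC −1.46) and the collagen-binding protein Sparc (logFC −1.05). Of 12 tendon markers, 7 fell (9 fell and 1 rose when adjusted over the list alone), with a logFC of −1.76 for Tnmd and −2.35 for Kera. Counts of Tnmd ranged from 49 to 253 in Mature and from 20 to 94 in Middle-aged mice. Those of Kera ranged from 29 to 263 and from 11 to 45. Whether the amount of tendon or connective tissue in the dissected muscle differed between the groups was not tested.

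**Figure D1:**
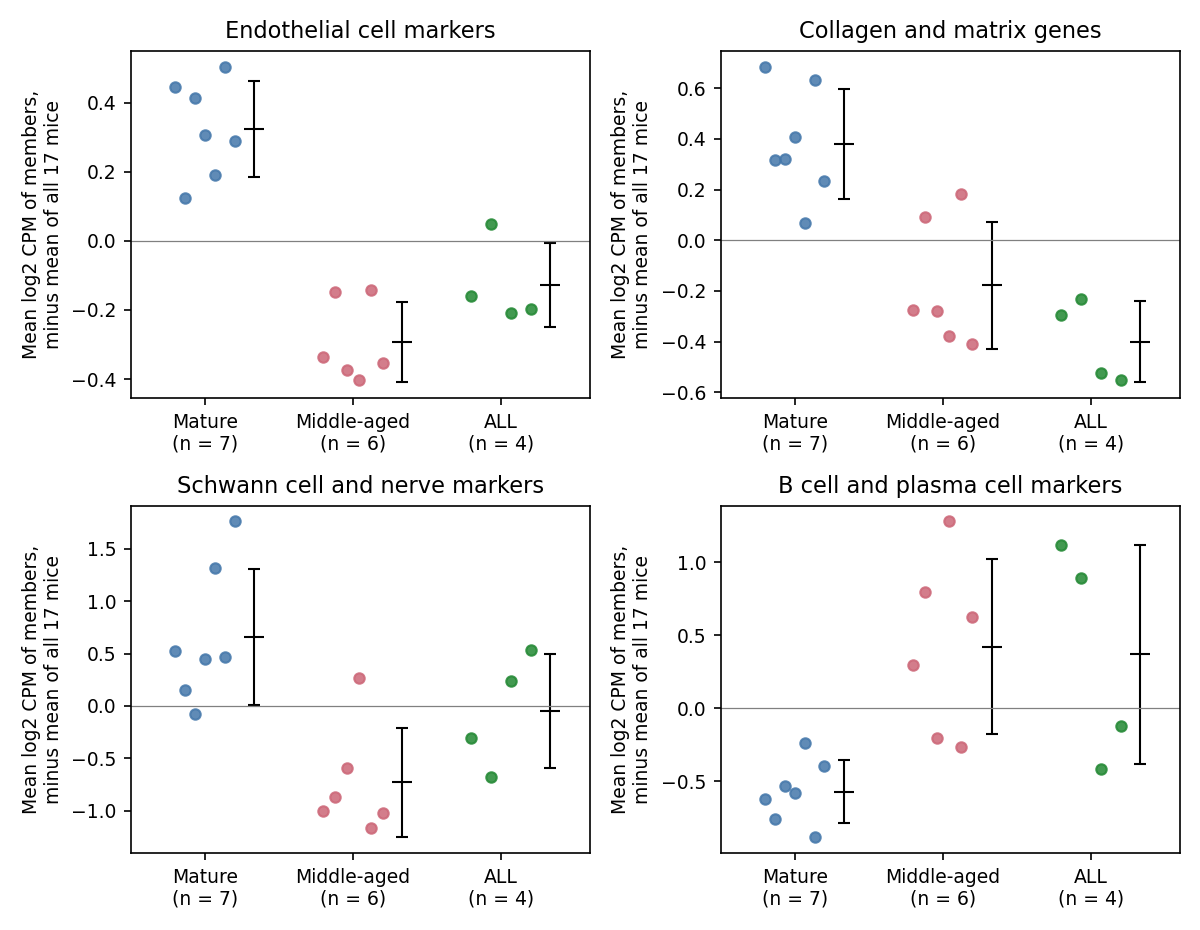
Mean log2 CPM of the members of 4 gene lists in each mouse (points), minus the mean of all 17 mice, in the Mature (n = 7), Middle-aged (n = 6) and ALL (n = 4) groups, with bars for the mean and SD of each group. The endothelial score was 0.32 ± 0.14 in Mature, −0.29 ± 0.12 in Middle-aged and −0.13 ± 0.12 in ALL, and the Schwann cell score was highest in Mature replicates 5 (1.31) and 7 (1.76).

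Among single genes with logCPM over 0 whose 2 groups did not overlap, the increases included Ostn, which encodes a peptide secreted by muscle (logFC 2.01), Kcnab1, a potassium channel subunit (1.85), and Mib1, a ubiquitin ligase of Notch signaling (1.85). The decreases included Ugt8a, an enzyme of myelin lipid synthesis (logFC −2.31), Col28a1 (−2.09), the apelin receptor Aplnr (−1.90), the myelin gene Pmp22 (−1.84) and the potassium channel gene Kcna1 (−1.70).
Of the 16731 genes tested, 1721 differed between Middle-aged and Mature mice at an FDR under 0.05, of which 794 were higher and 927 were lower in Middle-aged mice. The change was larger than 2-fold in 317 genes, with 137 higher and 180 lower. Of 36 gene lists, camera with a preset correlation called 10, of which 1 was higher and 9 were lower, and 2 of the 36 lists were called with an estimated correlation. The adjusted p with an estimated correlation was 0.032 for the endothelial and 0.011 for the smooth muscle list, whereas the calls were lost for the Schwann cell (adjusted p = 0.32 with an estimated correlation), collagen (adjusted p = 0.30 with an estimated correlation) and tendon lists (adjusted p = 0.46 with an estimated correlation). It was also lost for the fast fibre contractile genes, of which 2 of 18 fell, also when adjusted over the list alone (adjusted p = 0.81 with an estimated correlation). With fry, another test of lists, 8 of the 36 lists were called. These included the endothelial (adjusted p = 1.3e-05), smooth muscle (6.8e-07), collagen (0.0035), Schwann cell (0.0084) and tendon lists (0.031), but not the fast fibre list (0.25). When Mature replicates 5 and 7 were left out, a choice made after their Schwann cell scores were seen, 1359 genes were called, with 8 Schwann cell markers, 9 endothelial markers, 8 smooth muscle markers, 17 collagen genes and 9 tendon markers lower.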

Based on a threshold of false discovery rate (FDR) < 0.05, a total of 1300 aging-related DEGs were identified (Supplementary Material Table S1). However, these DEGs may reflect general aging processes rather than being specifically related to age-associated sarcopenia.

To refine this gene list and identify sarcopenia-relevant candidates, we assessed the correlation between gene expression levels and total muscle weight normalized to 100 g of body weight (Figure 1). 

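Per1, a repressor of the circadian clock, was measured at 50.8 ± 12.7 CPM (SD, n = 7) in Mature and 78.6 ± 6.19 CPM (SD, n = 6) in Middle-aged gastrocnemius muscle. Its logFC was 0.63 (standard error 0.23, adjusted p = 0.087 from edgeR). All 6 Middle-aged mice (4444 to 6132 counts) lay above all 7 Mature mice (2145 to 4291 counts). Per1 lies on chromosome 11 of GRCm38 from 69095108 to 69109965. AW551984, on chromosome 9 from 39587396 to 39604774, had a low expression of 0.303 ± 0.177 CPM (SD, n = 7) in Mature and 0.0584 ± 0.0515 CPM (SD, n = 6) in Middle-aged mice. This was a logFC of −2.37 (standard error 0.79, adjusted p = 0.063 from edgeR). Shisal2b, on chromosome 13 from 104845283 to 104863893, had 12 counts in total in 2 of 7 Mature mice, 0 counts in 6 Middle-aged mice and 10 counts in 1 of 4 ALL mice, which is too few for a test at this depth.
Of 19 circadian clock genes, 0 passed the edgeR test between Middle-aged and Mature mice, 5 were higher at an unadjusted p under 0.05, and DESeq2 called 1 as higher. Per1 passed the test in the fit of only the 2 groups compared (adjusted p = 0.0086) and without ALL replicate 2 (adjusted p = 0.0052), within a range of 0.0052 to 0.17 over all settings. AW551984 passed with DESeq2 (adjusted p = 0.033), with the likelihood ratio test (0.044), without Mature replicate 4 (0.041) and without Mature replicate 7 (0.049), within a range of 0.033 to 0.12.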

Genes with inconsistent directions, *Per1*, *Shisal2b*, *AW551984*, and those located in the second and fourth quadrants of the LogFC vs. correlation plot, were considered less likely to be directly involved in sarcopenia.

Furthermore, although some DEGs exhibited large expression changes, many showed very low expression levels, with log-transformed counts per million (logCPM) values below −3, suggesting limited biological significance. However, several exceptions were identified. For instance, *Actc1* and *Tmem132b* demonstrated both high expression levels and a positive correlation with muscle mass, suggesting a potential functional role in muscle maintenance during aging (Figure 2A). 

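The changed genes of low expression included genes of antibody production and interferon response. Jchain, which joins the subunits of secreted IgM and IgA, had an average logCPM of −0.56 and rose from 0.277 ± 0.121 CPM (SD, n = 7) in Mature to 1.08 ± 0.618 CPM (SD, n = 6) in Middle-aged mice (logFC 1.96, standard error 0.42, adjusted p = 0.0049 from edgeR). Ifi44, an interferon-induced gene, had an average logCPM of −0.81 and fell from 0.726 ± 0.248 to 0.367 ± 0.0793 CPM (logFC −0.98, adjusted p = 0.014 from edgeR). Of the 1721 genes called between Middle-aged and Mature mice, 249 had a logCPM below 0. The filter on low counts left 0 called genes with a logCPM below −3, whereas 18 were called when no filter was applied.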

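Actc1, which encodes the cardiac form of alpha-actin and is expressed in developing skeletal muscle, had the largest decrease among the genes with logCPM over 0 whose groups did not overlap. Its expression was 284 ± 82.9 CPM (SD, n = 7) in Mature, 31.0 ± 17.8 CPM (SD, n = 6) in Middle-aged and 34.2 ± 14.3 CPM (SD, n = 4) in ALL mice. The logFC between Middle-aged and Mature mice was −3.20 (standard error 0.35, adjusted p = 1.2e-05 from edgeR). Tmem132b, a transmembrane protein gene, rose from 1.49 ± 0.788 CPM in Mature to 12.4 ± 3.32 CPM in Middle-aged mice and was 10.5 ± 3.04 CPM in ALL mice. Its logFC was 3.05 (standard error 0.27, adjusted p = 3.4e-06 from edgeR). Actc1 lies on chromosome 2 of GRCm38 from 114047282 to 114052875 and Tmem132b on chromosome 5 from 125532418 to 125792583.
Actc1 belongs to a list of 18 measured myogenic and developmental muscle genes, of which 2 rose and 5 fell in Middle-aged mice, and the counts were the same when adjusted over the list alone (adjusted p = 0.13 with an estimated correlation). The list passed fry (adjusted p = 0.00061). The decreases included the imprinted gene Peg3 (logFC −1.41), the myogenic factor Myf5 (−0.70) and the cell cycle inhibitor Cdkn1c (−0.41). The number of myogenic genes that rose was 0 without Mature replicate 2 or Middle-aged replicate 3, and 1 without Mature replicate 4 or 6 or Middle-aged replicate 1, 2, 4 or 6. Tmem132b in Mature replicate 5 was 3.13 CPM, apart from the other Mature mice. The muscle weights behind the correlations were not analysed here.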

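Of 11 B cell and plasma cell markers measured, 4 rose in Middle-aged gastrocnemius muscle (5 rose and 1 fell when adjusted over the list alone), and the list as a whole did not pass camera (adjusted p = 0.052, and adjusted p = 0.60 with an estimated correlation) but passed fry (adjusted p = 0.014). Igkc, the constant region of the kappa light chain, was 0.223 ± 0.0715 CPM (SD, n = 7) in Mature, 2.35 ± 1.69 CPM (SD, n = 6) in Middle-aged and 1.15 ± 0.783 CPM (SD, n = 4) in ALL mice. Its logFC between Middle-aged and Mature mice was 3.38 (standard error 0.49, adjusted p = 0.00023 from edgeR), at an average logCPM of 0.30. Ighg2b, the constant region of an IgG heavy chain, had 0 counts in the 7 Mature mice, 199 counts in 3 of 6 Middle-aged mice, with 176 of them in a single mouse, and 101 counts in 2 of 4 ALL mice, with 82 of them in a single mouse. Against a floor of 3 counts over the Mature group, Ighg2b was at least 69.2-fold higher in Middle-aged and at least 53.5-fold higher in ALL mice, and these bounds cover counting error only. The bounds were 9.41-fold without Middle-aged replicate 4 and 13.4-fold without ALL replicate 1. It did not pass the edgeR test between Middle-aged and Mature mice (adjusted p = 0.069), but passed with the likelihood ratio test (0.0023), within a range of 0.0023 to 0.24 over all settings.
Among the B cell and plasma cell markers, Ighg2c had the largest increase of the genes without overlap, from 0.518 ± 0.172 CPM to 9.02 ± 1.77 CPM (logFC 4.12), and Ighm had a logFC of 1.82. Immunoglobulin constant regions resemble each other, so reads may be divided between them by the counting of the authors. Ighm had 7238 to 14988 counts in Middle-aged and 1685 to 3904 in Mature mice. Igkc had only 33 to 306 and 10 to 24. With heavy and light chain counts this far apart, the list alone does not measure the amount of B or plasma cells. Igkc lies on chromosome 6 of GRCm38 from 70726435 to 70726754 and Ighg2b on chromosome 12 from 113304314 to 113307933.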

Meanwhile, *Igkc* and *Ighg2b* also exhibited expression patterns consistent with sarcopenia progression; however, their overall expression levels were relatively low, and their correlations with muscle mass were weak (Figure 2B). Therefore, we restricted our candidate gene selection to those with LogCPM > 0 for further analysis to enhance biological relevance and biomarker potential.

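Some genes of glucose handling and of antioxidant defense were among the changed genes of higher expression, but neither list passed as a whole with an estimated correlation. Of 21 glycolysis and glucose handling genes, 3 fell in Middle-aged mice, also when adjusted over the list alone, and 18 did not pass the test (adjusted p = 0.46 with an estimated correlation). The glycolysis list passed fry (adjusted p = 0.015). Fbp2, the muscle form of fructose-1,6-bisphosphatase, fell from 89.3 ± 18.8 CPM (SD, n = 7) in Mature to 46.0 ± 6.78 CPM (SD, n = 6) in Middle-aged mice (logFC −0.96, standard error 0.15, adjusted p = 0.00048 from edgeR). Txnip, an inhibitor of glucose uptake, had a logFC of −0.39, and the glycolytic enzyme gene Pgk1 had a logFC of −0.29. Of 22 antioxidant genes, 2 rose and 2 fell (2 and 3 when adjusted over the list alone, adjusted p = 0.83 with an estimated correlation). The increases were the glutathione peroxidases Gpx3 (logFC 0.71) and Gpx4 (0.37), and the decreases were Gclm, a subunit of the enzyme that starts glutathione synthesis (−0.42), and the superoxide dismutase Sod1 (−0.24), and 1 gene fell without Mature replicates 5 and 7 together.
With the limit of logCPM over 0, 1472 of the 1721 genes called between Middle-aged and Mature mice remained, of which 696 were higher and 776 were lower in Middle-aged mice.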

### 2.2. Effect-Score-Based Prioritization of Allulose- and Collagen Hydrolysate-Responsive Aging Genes

To identify aging-related genes associated with sarcopenia that are responsive to each functional food intervention, we conducted an analysis based on effect scores. We first filtered DEGs that had logCPM > 0 and showed a correlation direction consistent with total muscle mass. Effect scores were then calculated within each intervention group (allulose, high-molecular-weight collagen (HCOL), and low-molecular-weight collagen (LCOL)). A lower effect score indicates a greater reversal of aging-related expression changes induced by the intervention.

As shown in Figure 3A, *Sik1* and *Serpine1* exhibited the highest effect scores in the allulose group, indicating high responsiveness to the intervention. 

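Sik1, a kinase induced by cAMP signaling, was higher in Middle-aged mice and near the Mature level in ALL mice. Its expression was 7.94 ± 0.662 CPM (SD, n = 7) in Mature, 11.3 ± 2.10 CPM (SD, n = 6) in Middle-aged and 8.30 ± 2.79 CPM (SD, n = 4) in ALL mice. Sik1 rose in Middle-aged compared with Mature mice (logFC 0.51, standard error 0.16, adjusted p = 0.045 from edgeR). Between ALL and Middle-aged mice Sik1 did not pass the test, with a logFC of −0.45 (standard error 0.19).
The effect score, computed as the formula is printed, is the absolute logFC of Middle-aged against Mature divided by the absolute logFC of ALL against Middle-aged. It was 1.14 for Sik1 (rank 1466 of 1472 genes). The highest scores belonged to genes whose expression in ALL was almost that in Middle-aged mice, such as the magnesium transporter gene Nipa1, with 3.36 ± 0.393 CPM (SD, n = 6) in Middle-aged and 3.36 ± 0.366 CPM (SD, n = 4) in ALL mice. When the absolute logFC of ALL against Mature was the denominator, Sik1 scored 8.13 (rank 6). The highest scores were then those of Eogt, a glycosyltransferase gene (45.6), the methyltransferase gene Mettl21c (29.2) and the adhesion protein gene Flrt1 (20.2). The 20 highest genes under each denominator had 0 genes in common.

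**Figure D2:**
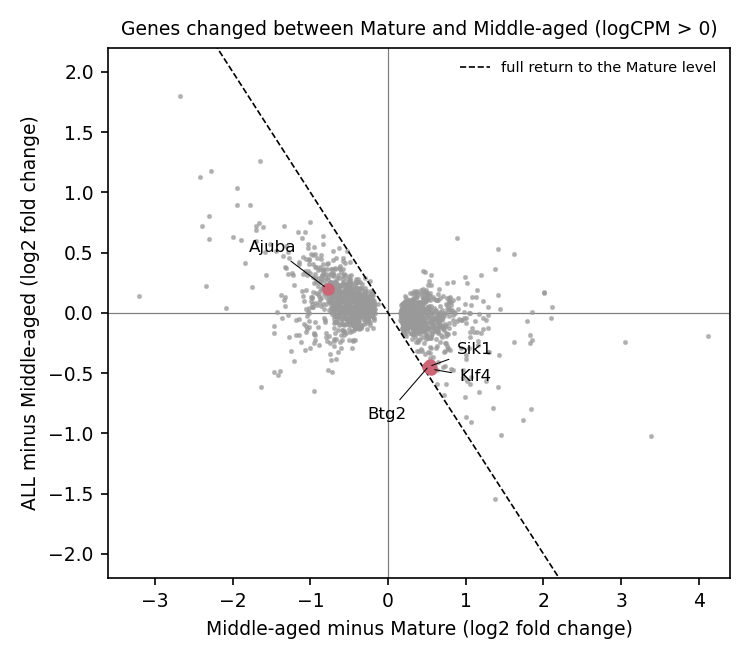
LogFC of ALL minus Middle-aged against logFC of Middle-aged minus Mature for the 1472 genes that passed the test between Mature and Middle-aged mice with logCPM over 0. Each point is a gene, and genes on the dashed line returned to the Mature level; Sik1, Klf4 and Btg2 lie near the line, and Ajuba lies between the line and 0.

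The age difference of Sik1 lay close to the threshold. It was no longer called without Mature replicates 1 to 7, Middle-aged replicates 1 to 4 or ALL replicate 3, each left out in turn, without a filter or with a replicate block (logFC 0.42 to 0.54). Without ALL replicate 2, the score of Sik1 was 2.24 as printed and 1.81 with ALL against Mature as the denominator, and its logFC between ALL and Middle-aged mice was −0.23. The score with that denominator was 14.1 without ALL replicate 1, 15.6 without ALL replicate 3 and 17.6 without Mature replicate 7, and without each mouse in turn it ranged from 3.81 to 42.1 for Eogt, from 4.54 to 148 for Mettl21c and from 5.72 to 207 for Flrt1.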

In the HCOL group, *C3*, *Aco1*, *Gm49759*, and *Ppargc1b* showed strong effects, while in the LCOL group, *Flrt1*, *Gm13292*, and *Ppargc1b* ranked among the top genes.

Additionally, visualizing the top 20 genes by effect score in each intervention group (Figure 3B–D) revealed that *Klf4* and *Btg2* consistently appeared across all groups, highlighting their potential as a common target of intervention. In contrast, *Ppargc1b* was ranked among the top genes only in the collagen-supplemented groups, while *Sik1* and *C3* showed strong responses in specific groups, suggesting their utility as group-specific biomarkers.

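Klf4, a zinc finger transcription factor, and Btg2, an antiproliferative gene, are both induced quickly by stimuli and belong to a list of 32 immediate early genes. Of these, 7 rose and 4 fell in Middle-aged compared with Mature mice (13 rose and 4 fell when adjusted over the list alone), with a logFC of 1.02 for the mRNA-decay factor Zfp36, 0.96 for the stress gene Gadd45g and −0.86 for Klf10 (adjusted p = 0.60 with an estimated correlation). Between ALL and Middle-aged mice, 0 of the 32 passed the edgeR test or DESeq2, 6 were lower at an unadjusted p under 0.05, and the median logFC was −0.26 (camera adjusted p = 9.1e-06, adjusted p = 0.34 with an estimated correlation). Btg2 was 13.8 ± 1.40 CPM (SD, n = 7) in Mature, 20.1 ± 5.31 CPM (SD, n = 6) in Middle-aged and 14.9 ± 3.38 CPM (SD, n = 4) in ALL mice. Its logFC was 0.54 (standard error 0.15, adjusted p = 0.032 from edgeR) between Middle-aged and Mature mice and −0.43 (standard error 0.18, unadjusted p = 0.028 from edgeR) between ALL and Middle-aged mice. The effect score of Btg2 was 1.24 as printed and 5.09 (rank 20) with ALL against Mature as the denominator, and the value with that denominator was 2.22 without ALL replicate 2, 9.35 without ALL replicate 1, 10.8 without Mature replicate 2 and 24.8 without ALL replicate 4.
Over all genes, 0 passed the edgeR test between ALL and Middle-aged mice, with 603 at an unadjusted p under 0.05 against 837 expected by chance, 2 called by DESeq2 and 4 by the likelihood ratio test. Of the 1472 age-changed genes, 1013 (68.8%) had a logFC between ALL and Middle-aged mice opposite in sign to that between Middle-aged and Mature mice. Both comparisons use the same Middle-aged mice, and simulated groups without an effect of allulose gave 57.7%, whereas other splits of the 10 older mice into 6 and 4 gave a median of 65.4% and up to 83.0%. Btg2 was no longer called with age without Mature replicate 2 (logFC 0.47) or without Middle-aged replicates 1 (0.46), 3 (0.50), 4 (0.46) or 5 (0.51), and Zfp36 without Middle-aged replicate 1 (0.86). With mice left out, which for lists was chosen after the data were seen, the number of immediate early genes that rose was 3 without Mature replicate 2, 2 without Middle-aged replicate 1, and 4 without Middle-aged replicate 4 or without Mature replicates 5 and 7 together (also 4 without a filter), and the number that fell was 2 without Mature replicate 5 or 6, without both 5 and 7, or without Middle-aged replicate 1, 2 or 3.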

### 2.3. Ajuba Identified as a Nutrition-Responsive Biomarker Downstream of Klf4

Among the top-ranked genes responsive to the interventions, *Klf4* was consistently identified across all groups.

To further investigate the role of *Klf4* as a nutrition-responsive biomarker, we examined its expression patterns and correlations with phenotypic features. Klf4 expression was significantly upregulated in aged mice (Middle vs. Mature, LogFC = 0.531, FDR = 0.03245), while its expression was partially restored by all three interventions (Figure 4). 

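Klf4 expression was 8.95 ± 0.753 CPM (SD, n = 7) in Mature, 13.1 ± 4.28 CPM (SD, n = 6) in Middle-aged and 9.47 ± 2.21 CPM (SD, n = 4) in ALL mice. Klf4 rose in Middle-aged compared with Mature mice by a logFC of 0.55 (standard error 0.16, adjusted p = 0.030 from edgeR's quasi-likelihood test), and 5 of 6 Middle-aged mice lay above the Mature median. An exact two-sided permutation test of log2 CPM gave p = 0.0047. Between ALL and Middle-aged mice the logFC of Klf4 was −0.47 (standard error 0.18, unadjusted p = 0.020 from edgeR), which did not pass after adjustment over all genes, and the exact two-sided permutation test gave p = 0.10. Klf4 in ALL did not differ detectably from Mature mice, with a logFC of 0.08 (standard error 0.18) and p = 0.70 from the exact permutation test. The gene (identifier 16600) lies on chromosome 4 of GRCm38 from 55527137 to 55532475.

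**Figure D3:**
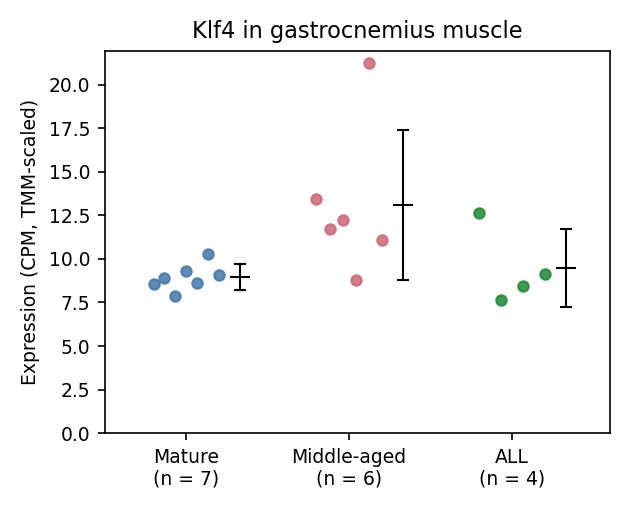
Klf4 expression in CPM after TMM scaling in each mouse (points) of the Mature (n = 7), Middle-aged (n = 6) and ALL (n = 4) groups, with bars for the mean and SD. Middle-aged replicate 5, at 21.2 CPM, lies above the other Middle-aged mice, which range from 8.77 to 13.4 CPM.

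Without Middle-aged replicate 5, the logFC between Middle-aged and Mature mice was 0.35 (adjusted p = 0.067) and that between ALL and Middle-aged mice was −0.27. The age difference was also no longer called without Mature replicates 1 (logFC 0.54), 2 (0.54) or 3 (0.52), without Middle-aged replicate 1 (0.53), without a filter on low counts (0.55) or with a replicate block (0.50), within a range of adjusted p of 0.0090 to 0.067 over all settings.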

Effect score analysis revealed moderate recovery in the LCOL (7.44), HCOL (8.98), and allulose (9.75) groups, indicating *Klf4* responsiveness to dietary modulation.

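In the ALL group, the expression of Klf4 lay closer to that of Mature mice than to that of Middle-aged mice. The effect score of Klf4 as the formula is printed was 1.18, which ranks 1460 among the 1472 age-changed genes with logCPM over 0. With ALL against Mature as the denominator, the score of Klf4 was 6.71, which ranks 13 among the same genes. The score is a ratio with no test of its own, and leaving out each mouse in turn gave a jackknife standard error of 0.416 for the printed score. With ALL against Mature as the denominator the score of Klf4 was 3.17 without ALL replicate 2, 4.14 without ALL replicate 3 and 4.34 without Middle-aged replicate 5 (jackknife standard error 4.91). The collagen groups are not analysed here.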

However, the correlation between *Klf4* expression and muscle-related traits was generally weak. Except for total muscle mass (r = 0.407), most muscle indicators showed no strong association. In fact, negative correlations were observed with grip strength (r = −0.383) and hindlimb thickness (r = −0.310), suggesting that *Klf4* may not be directly linked to muscle mass itself but rather associated with broader changes in body composition or systemic metabolic states.

Building upon these findings, we further investigated downstream and co-regulated genes of Klf4 to identify functional mediators that may be nutritionally or genetically actionable. To refine sarcopenia-relevant biomarkers regulated by *Klf4*, we cross-referenced the *Klf4* target genes based on the ChEA (ChIP-X Enrichment Analysis) Transcription Factor Targets dataset provided by Harmonizome 3.0 [15], with muscle-related candidate genes identified from aging-associated differentially expressed genes (DEGs) in the first step of our analysis. Among the KLF4-associated genes filtered for age-related sarcopenia relevance and responsiveness to functional food interventions (logCPM > 0, effect score > 1), we performed a GeneMANIA-based network analysis (Figure 5A). This revealed that *Ajuba* emerges as a highly interconnected node, demonstrating associations across multiple relationship categories—including co-expression, co-localization, predicted functional interactions, and direct physical interactions (Figure 5B). These results support *Ajuba* as a network-centered gene with potential integrative regulatory functions in sarcopenia-related pathways.

Notably, Ajuba emerged as a candidate of particular interest from this network-centered approach, showing both strong correlation with muscle traits and inclusion among the Klf4 targets identified by ChEA. Furthermore, Ajuba was among the genes with an effect score ≥ 1 in response to allulose, LCOL, and HCOL interventions, highlighting its potential as a nutritionally responsive biomarker for sarcopenia.

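Ajuba had an effect score of 3.94 in the ALL group as the formula is printed, with rank 845 among the 1472 age-changed genes with logCPM over 0. A score over 1 was reached by 1470 of these 1472 genes, the exceptions being Msrb1, a methionine sulfoxide reductase gene, at 0.889 and Cma1, a mast cell protease gene, at 0.894. A score over 1 by this formula arises where the change of a gene from Middle-aged to ALL mice is smaller than its change from Mature to Middle-aged mice, in either direction. The score of Ajuba was 75.0 without ALL replicate 4, 2.36 without ALL replicate 2, and between 2.96 and 5.27 without any other mouse. With ALL against Mature as the denominator, which comes nearer to the paper's scores of Klf4 and Ajuba, 1013 of the 1472 genes scored over 1. Of 20 genes in Fig. 3B, read by eye, 16 were scored here. The 20 highest genes held 10 of them under that denominator and 0 as printed. The paper's further selection by correlation with muscle mass was not applied here.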

This strengthens the rationale for *Ajuba* as a potential downstream effector of *Klf4*-mediated transcriptional regulation. *Ajuba* encodes an LIM-domain-containing protein implicated in cell cycle regulation, muscle repair, and Hippo signaling [16]. Although *Ajuba* was not among the top-ranked DEGs based solely on effect score, its biological relevance and connectivity to intervention-responsive transcriptional regulators such as *Klf4* warrant further investigation, as shown in Figure 6.

*Ajuba* expression was significantly decreased in middle-aged mice compared to mature controls (logFC = −0.778, FDR = 0.00104), indicating age-related transcriptional suppression (Figure 1). 

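Ajuba expression was 2.46 ± 0.503 CPM (SD, n = 7) in Mature and 1.43 ± 0.289 CPM (SD, n = 6) in Middle-aged gastrocnemius muscle. Ajuba fell by 0.78 on the log2 scale (standard error 0.175, adjusted p = 0.0075 from edgeR's quasi-likelihood test), and all 6 Middle-aged mice lay below the Mature median. An exact two-sided permutation test of log2 CPM gave p = 0.0017. The gene (identifier 16475) lies on chromosome 14 of GRCm38 from 54567469 to 54577661. Of 24 genes of the Hippo pathway and the AJUBA family, 3 fell in Middle-aged mice and 21 did not pass the test (3 fell and 1 rose when adjusted over the list alone). Besides Ajuba, these were Tead2, a transcription factor that binds YAP (logFC −0.79), and the kinase gene Lats1 (logFC −0.20). The kinase gene Lats2 had a logFC of 0.15 (adjusted p = 0.062), Yap1 had −0.05 (adjusted p = 0.77) and Wwtr1, which encodes TAZ, had −0.10 (adjusted p = 0.48).

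**Figure D4:**
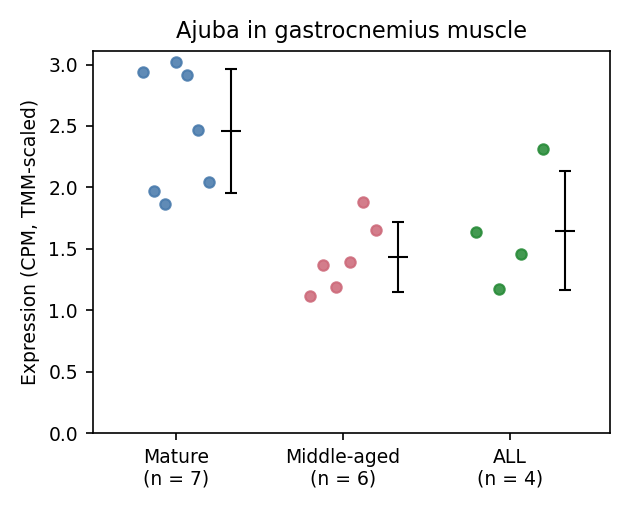
Ajuba expression in CPM after TMM scaling in each mouse (points) of the Mature (n = 7), Middle-aged (n = 6) and ALL (n = 4) groups, with bars for the mean and SD. Mature mice lie between 1.86 and 3.02 CPM, Middle-aged mice between 1.12 and 1.88 CPM and ALL mice between 1.18 and 2.31 CPM.

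Lats1 was no longer called when libraries were scaled by their size alone (logFC −0.18, adjusted p = 0.062, within a range of 0.0034 to 0.062), and Lats2 passed with DESeq2 (adjusted p = 0.048) and without ALL replicate 2 (0.049), within a range of 0.048 to 0.17.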

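In the ALL group, Ajuba expression was 1.65 ± 0.483 CPM (SD, n = 4), above the Middle-aged median in 3 of 4 mice. The logFC of Ajuba between ALL and Middle-aged mice was 0.20 (standard error 0.20, 95% interval −0.23 to 0.62), and the difference could not be told from 0 (unadjusted p = 0.34 from edgeR, and p = 0.41 from the exact two-sided permutation test over 210 splits). Compared with Mature mice, Ajuba in ALL had a logFC of −0.58 (standard error 0.20, adjusted p = 0.084 from edgeR; exact permutation test, p = 0.021). Of the 24 genes of the Hippo pathway and the AJUBA family, 0 passed the edgeR test or DESeq2 between ALL and Middle-aged mice, and 1 was lower at an unadjusted p under 0.05. Without ALL replicate 4, which had the highest Ajuba expression of the group (2.31 CPM), the logFC of Ajuba was −0.0105, compared with 0.33 without ALL replicate 2 and 0.30 without Middle-aged replicate 5.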

All three dietary interventions, including HCOL, LCOL, and allulose, increased *Ajuba* expression compared to untreated middle-aged mice. This suggests that these functional food ingredients contributed to reversing the aging-associated decline. Among the interventions, the HCOL group showed the greatest effect with a reversal index of 3.837, followed by LCOL (1.344) and allulose (1.214). These findings indicate that *Ajuba* is a nutritionally responsive gene whose expression can be modulated by various dietary components.

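For Ajuba in ALL mice, the score with ALL against Mature as the denominator was 1.34, with rank 490 among the 1472 age-changed genes, compared with rank 845 for the score as the formula is printed. Under this denominator a score over 1 means that the ALL mean lies nearer to the Mature mean than the Middle-aged mean does, which held for 1013 genes. For Ajuba this score was 0.987 without ALL replicate 4. Among other age-changed genes, the 5 lowest scores under this denominator, from 0.563 for Cmtm7 to 0.595 for Ccr2, belonged to genes that moved further from Mature in ALL. Ccr2 is a chemokine receptor gene of monocytes and had a logFC of −0.95 between Middle-aged and Mature mice and −0.65 between ALL and Middle-aged mice. The paper reasons that Ajuba falls with age, that its expression is higher under each diet than in untreated Middle-aged mice and that its index differs between the diets, and proposes from this that Ajuba is a gene responsive to nutrition. For Ajuba as a biomarker, the paper also draws on Klf4 target lists, a gene network and correlations with muscle traits, which were not analysed here.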

In addition, *Ajuba* expression levels were positively correlated with multiple muscle-related parameters, including tibialis anterior mass (correlation coefficient: 0.526), hind leg thickness (0.621), and muscle-to-fat ratio (0.545).

## 3. Discussion

In recent years, the scope of nutritional therapy has expanded beyond managing chronic diseases to encompass the prevention and treatment of age-related conditions [17,18]. Among these, sarcopenia, which is characterized by the progressive decline in muscle mass and function, poses a significant threat to the health and quality of life of the aging population, underscoring the urgent need for effective preventive and therapeutic strategies [19]. Dietary intervention, as a relatively safe and sustainable non-pharmacological approach, has gained considerable attention [20,21]. However, identifying reliable biomarkers that reflect responsiveness to dietary modulation remains a critical prerequisite for developing precise nutritional strategies.

This study aimed to identify gene-level biomarkers that reflect dietary responsiveness in the context of age-related sarcopenia. *Klf4* was initially observed to be significantly upregulated in aging skeletal muscle, consistent with its known involvement in cellular stress responses, inflammation, and cell cycle [22,23,24]. Interestingly, in our study, *Klf4* expression was higher in the Middle-aged group compared to the Mature group. Given that *Klf4* is known to suppress proliferation in various tissues, this age-related decline in *Klf4* expression may suggest impaired muscle regeneration in advanced aging [25,26]. However, our correlation analyses revealed that *Klf4* expression showed only weak or negative associations with muscle-related phenotypes, including tibialis anterior mass, hindlimb thickness, and grip strength. This indicates that *Klf4* upregulation in aged muscle may be indicative of broader transcriptional stress responses rather than direct involvement in maintaining muscle integrity.

Nevertheless, *Klf4* emerged as one of the most significantly modulated transcription factors in response to dietary interventions. Previous studies have suggested that *Klf4* may contribute to muscle differentiation and regeneration through target genes such as *p57* and *Myomixer* [27]. Based on this, we hypothesized that its downstream targets might mediate functionally relevant effects. Through co-expression and network-based analysis, we identified *Ajuba* as a downstream gene potentially regulated by *Klf4*. Notably, *Ajuba* expression was negatively associated with age and positively correlated with muscle-related phenotypes. These findings support the possibility that *Ajuba* may serve as a nutrition-responsive gene involved in early sarcopenic changes, mediated at least in part through transcriptional regulation by *Klf4*. This approach underscores the importance of transcription-factor-driven network analysis in uncovering molecular mediators of nutritional intervention. To identify more functionally relevant markers, we performed transcriptome-level screening and network-based analyses, which led to the identification of *Ajuba* as a promising gene of interest. *Ajuba* encodes an LIM-domain protein with critical roles in cytoskeletal organization, cell adhesion, tissue regeneration, and mechanical signal transduction [28]. Importantly, *Ajuba* functions as a scaffold for the Hippo signaling pathway, where it regulates LATS1/2 kinase activity and modulates the subcellular localization of YAP/TAZ, transcriptional regulators involved in growth and regeneration [29]. In our aging model, *Ajuba* expression was markedly downregulated in middle-aged mice, and this reduction was reversed by all three dietary interventions: high- and low-molecular-weight collagen and allulose.

Recent studies have further elucidated the functional role of *Ajuba* in cellular architecture [30,31]. Specifically, *Ajuba* has been shown to participate in a Rac–PAK1–*Ajuba* feedback loop that regulates actin remodeling and reinforces cadherin-mediated cell–cell adhesion [32]. Upon cell contact, PAK1 transiently phosphorylates *Ajuba* at Thr172, enhancing its interaction with active Rac and promoting localized actin polymerization [32]. This interaction is essential for stabilizing adherens junctions and maintaining mechanical resilience under stress. Rather than simply serving as a downstream effector, *Ajuba* dynamically modulates Rac signaling at junctional sites, integrating mechanical cues with cytoskeletal reorganization [33]. Given these mechanistic insights, the restoration of *Ajuba* expression in response to dietary interventions may reflect not only transcriptional recovery but also the reactivation of cellular pathways critical for structural adaptation and muscle integrity in aging tissue.

From a translational standpoint, these findings support the incorporation of tissue-specific molecular readouts when evaluating dietary interventions. Whereas traditional biomarkers focus on systemic metabolic or inflammatory parameters, Ajuba offers a direct readout of musculoskeletal adaptation. In our study, Ajuba’s effect score increased to 3.84 with HCOL, 1.34 with LCOL, and 1.21 with allulose. These robust responses highlight *Ajuba*’s potential as a biomarker for assessing the efficacy of sarcopenia-targeted nutritional strategies. Nonetheless, several limitations should be considered. This study was conducted in a murine model, which has a limited sample size, potentially affecting the generalizability of the results to human populations. In addition, the group sizes were relatively small and uneven, which may introduce statistical bias and reduce the power to detect subtle effects. Moreover, only male mice were used, limiting the applicability of the findings across sexes. Also, in this study, dietary interventions were exclusively applied to middle-aged mice to evaluate their effectiveness in mitigating age-related sarcopenia. The young mice served as a physiological reference group representing optimal muscle condition and therefore did not receive any dietary intervention. While dietary effects in younger animals may be of interest, exploring such effects was beyond the scope of this study and not aligned with its primary aim. Furthermore, protein-level validation of *Ajuba* expression and localization was not performed, and functional studies such as gene knockdown or overexpression are necessary to clarify its causal role. Future research should also explore whether epigenetic or chromatin-level changes contribute to the regulation of *Ajuba* expression in response to aging and dietary intervention.

## 4. Materials and Methods

### 4.1. Animals and Diet

A total of 21 male C57BL/6J mice (48 weeks old) and 7 male C57BL/6J mice (8 weeks old) were obtained from JA BIO (Suwon, Republic of Korea). After a one-week acclimation period with commercial chow, the 48-week-old mice were randomly allocated into three dietary intervention groups: (1) middle-aged control (Middle aged, fed AIN-93G diet, *n* = 6), (2) allulose (ALL, 3% allulose replacing cellulose in AIN-93G, *n* = 4), and (3) 0.2% low- and high-molecular-weight collagen hydrolysate groups (LCOL and HCOL, *n* = 4, respectively). The 8-week-old mice served as the mature control group (Mature), receiving the standard AIN-93G diet from the 8th week onward (Table 1). Thus, a total of five experimental groups were compared: Mature (control), Middle (age-matched untreated), ALL, LCOL, and HCOL. All dietary interventions were administered for 12 weeks. At the end of the intervention, the mature control group reached 21 weeks of age, while all other groups were 61 weeks old.

Each individual mouse was treated as a single experimental unit for all analyses, including phenotyping and transcriptomic assessment. All mice were housed under identical environmental conditions (20–23 °C, with alternating 12 h light/dark periods) and provided ad libitum access to food and water. Cages were arranged randomly within the animal facility and rotated weekly to avoid location-specific bias. Phenotypic assessments were performed in a randomized order by an investigator who was blinded to the group allocation. Body weight, food intake, and blood glucose were monitored regularly throughout the experimental period. All procedures were approved by the Institutional Animal Care and Use Committee of Kyungpook National University (Approval No. KNU-2020-109). Phenotypic improvements related to sarcopenia have been previously reported [13,14]. The current study focuses on transcriptomic changes in skeletal muscle tissues collected from the same experimental groups.

### 4.2. mRNA-Seq and Analysis

Total RNA was extracted from gastrocnemius tissue, and libraries were prepared using the TruSeq Stranded mRNA kit. Sequencing was performed on the Illumina NextSeq 500 (paired-end 2 × 75 bp, Macrogen, Republic of Korea). Quality control was performed using FastQC v0.11.9 [34] and Trimmomatic v0.39 [35], and reads were aligned to the mouse reference genome using STAR (v2.6.0c) [36]. Gene expression was quantified using StringTie (v2.1.3b) [37]. Gene annotations were retrieved from the Ensembl database using the biomaRt R package (2.62.0), accessing Ensembl release 75 [38]. Differential gene expression analysis across dietary intervention groups and age groups was conducted using generalized linear models (GLMs) within the edgeR package [39]. Genes with a false discovery rate (FDR) < 0.05 and log-CPM > 0 were considered differentially expressed. The complete RNA-seq dataset, including raw and processed files, is publicly available in the NCBI Gene Expression Omnibus (GEO) under accession number GSE175562.

### 4.3. Effect Score Calculation

To evaluate the responsiveness of aging-related genes to each dietary intervention, we defined an effect score based on the magnitude of reversal in age-associated changes in gene expression. First, differentially expressed genes (DEGs) were identified between mature and middle-aged mice (Middle vs. Mature), and those with consistent correlation direction with total muscle mass and a mean expression level greater than logCPM > 0 were selected.

For each intervention group (allulose, HCOL, LCOL), the effect score was calculated as follows:

$$Effect\;Score=\frac{|\;{LogFC}_{Middle\;aged\;vs.\;Mature}\;|}{|\;{LogFC}_{Intervention\;vs.\;Middle\;aged}\;|}$$

A higher effect score indicates a greater reversal of aging-related expression changes by the intervention. Genes with low effect scores were considered less responsive to intervention. The effect scores were computed individually for each gene and intervention group using the absolute values of log fold changes obtained from differential expression analysis.

### 4.4. WGCNA and Integrated Analysis

Weighted Gene Co-expression Network Analysis (WGCNA) was applied to the transcriptomic datasets to identify coordinated gene modules with sarcopenic traits [40]. The integrated analysis of transcriptomic data was conducted in the RStudio environment (R version 4.2.0) using various bioinformatics packages, including WGCNA, edgeR, tidyverse, ggplot2, ggpubr, doParallel, and foreach. Module–trait relationships were computed using Pearson correlation to explore associations between eigengene values and phenotypic measures.

Eight muscle-related phenotypes were evaluated, encompassing both morphological and functional indicators of sarcopenia. Morphological metrics included quadriceps, tibialis anterior, and gastrocnemius muscle weights, hindlimb thickness, total muscle mass, total fat mass, and muscle-to-fat ratio. Functional performance was assessed using grip strength, measured as the average of three trials using a calibrated grip strength meter. All values were normalized to 100 g of body weight. Hindlimb thickness was measured at week 12 to reflect treatment effects.

### 4.5. Gene Interaction Network Analysis

To investigate the functional relationships among candidate genes responsive to dietary interventions, we conducted gene interaction network analysis using GeneMANIA (https://genemania.org/, accessed on 12 August 2025) [41]. The analysis included genes with logCPM > 0 and effect scores > 1 across the intervention groups. GeneMANIA integrates various types of functional data, such as co-expression, physical interactions, co-localization, and predicted associations, to construct biologically relevant gene networks.

## 5. Conclusions

We propose *Ajuba* as a nutrition-responsive molecular biomarker that reflects dietary intervention-induced improvements in skeletal muscle aging. Although *Klf4* was consistently identified as an upstream regulator responsive to all interventions, its weak association with muscle phenotypes limited its utility as a direct biomarker. Through network-based analysis, *Ajuba* emerged as a downstream effector of *Klf4* with strong correlations to muscle traits and consistent responsiveness across all dietary groups. These findings support *Ajuba* as a promising molecular target for precision nutrition strategies aimed at preventing or delaying sarcopenia.

## Figures and Tables

**Figure 1:**
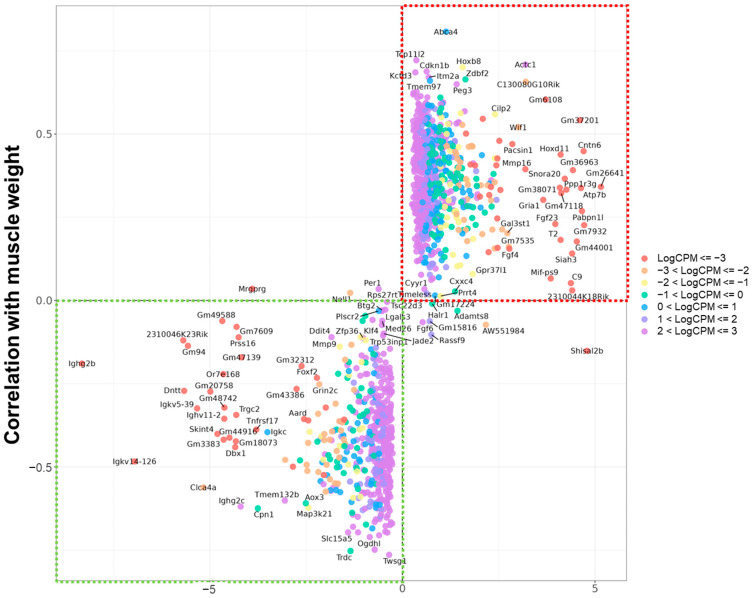
Scatter plot of age-related gene expression changes and correlation with total muscle weight. Genes are plotted according to their log fold change between middle-aged and mature mice (*x*-axis) and their correlation with total muscle mass per 100 g of body weight (*y*-axis). Genes in the upper right quadrant (red box) show increased expression with aging and positive correlation with muscle mass, while genes in the lower left quadrant (green box) show decreased expression and negative correlation, indicating possible involvement in sarcopenia-related mechanisms.

**Figure 2:**
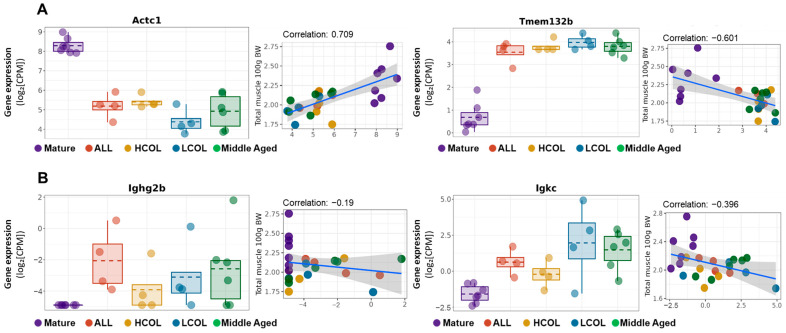
Expression and muscle weight correlation of aging-associated genes. (**A**) Genes showing consistent direction with total muscle mass and high expression levels (e.g., *Actc1*, *Trem132b*). (**B**) Genes showing consistent direction with total muscle mass but with low expression levels (e.g., *Ighg2b*, *Igkc*); Mature, 21 weeks old, *n* = 6; Middle aged, 61 weeks old, *n* = 6; ALL, allulose, 61 weeks old, *n* = 4; LCOL, low-molecular-weight collagen hydrolysate, 61 weeks old, *n* = 4; high-molecular-weight collagen hydrolysate groups, 61 weeks old, *n* = 4; Blue line represents the Pearson correlation regression line, and the gray shaded area indicates the 95% confidence interval.

**Figure 3:**
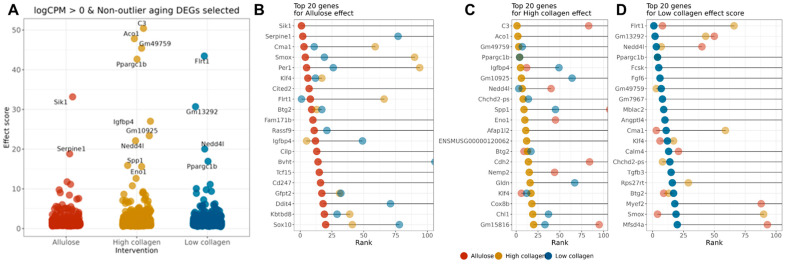
Effect-score-based prioritization of aging-related DEGs responsive to allulose and collagen hydrolysate interventions. (**A**) Distribution of effect scores for aging-related DEGs (logCPM > 0) showing consistent direction with muscle mass correlation, across three intervention groups: allulose (red), high-molecular-weight collagen (yellow), and low-molecular-weight collagen (blue). A higher effect score indicates a stronger reversal of age-associated gene expression changes by the intervention; (**B**–**D**) top 20 aging-related DEGs ranked by effect scores for each intervention group: (**B**) allulose, (**C**) high-molecular-weight collagen hydrolysate, and (**D**) low-molecular-weight collagen hydrolysate. Dot colors indicate the intervention group, and the horizontal axis represents the relative rank of the effect score (lower rank = more responsive). Commonly ranked genes across multiple groups, such as *Ppargc1b*, *Klf4*, and *Nedd4l*, may represent shared targets of dietary interventions, whereas group-specific genes (e.g., *Sik1*, *C3*, *Flrt1*) highlight intervention-specific effects.

**Figure 4:**
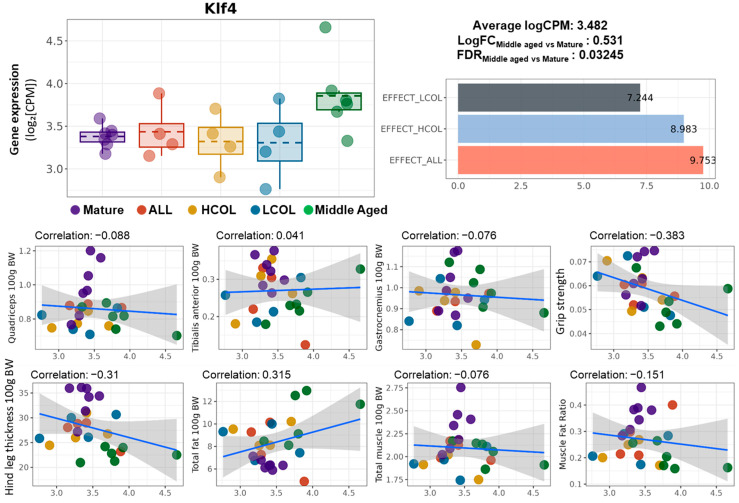
Expression of Klf4, intervention-specific effect scores, and correlation with muscle phenotypes. Boxplot of *Klf4* expression (logCPM) across experimental groups; summary statistics indicate the average expression level (logCPM = 3.482), log fold change between Middle-aged and Mature groups (LogFC = 0.531), and false discovery rate (FDR = 0.03245); LogFC values are calculated based on logCPM following normalization, representing the fold change in expression between Middle-aged and Mature groups; the bar graph shows effect scores of *Klf4* across interventions LCOL = 7.444, HCOL = 8.983, and ALL = 9.753; scatter plots show the Pearson correlation between *Klf4* expression and muscle-related phenotypes: quadriceps weight, tibialis anterior weight, gastrocnemius weight, grip strength, hindlimb thickness, total fat, total muscle, and muscle–fat ratio (all normalized to body weight); linear regression lines with 95% confidence intervals are shown with correlation coefficients indicated in each panel; Mature, 21 weeks old, *n* = 6; Middle aged, 61 weeks old, *n* = 6; ALL, allulose, 61 weeks old, *n* = 4; LCOL, low-molecular-weight collagen hydrolysate, 61 weeks old, *n* = 4; high-molecular-weight collagen hydrolysate groups, 61 weeks old, *n* = 4; Blue line represents the Pearson correlation regression line, and the gray shaded area indicates the 95% confidence interval.

**Figure 5:**
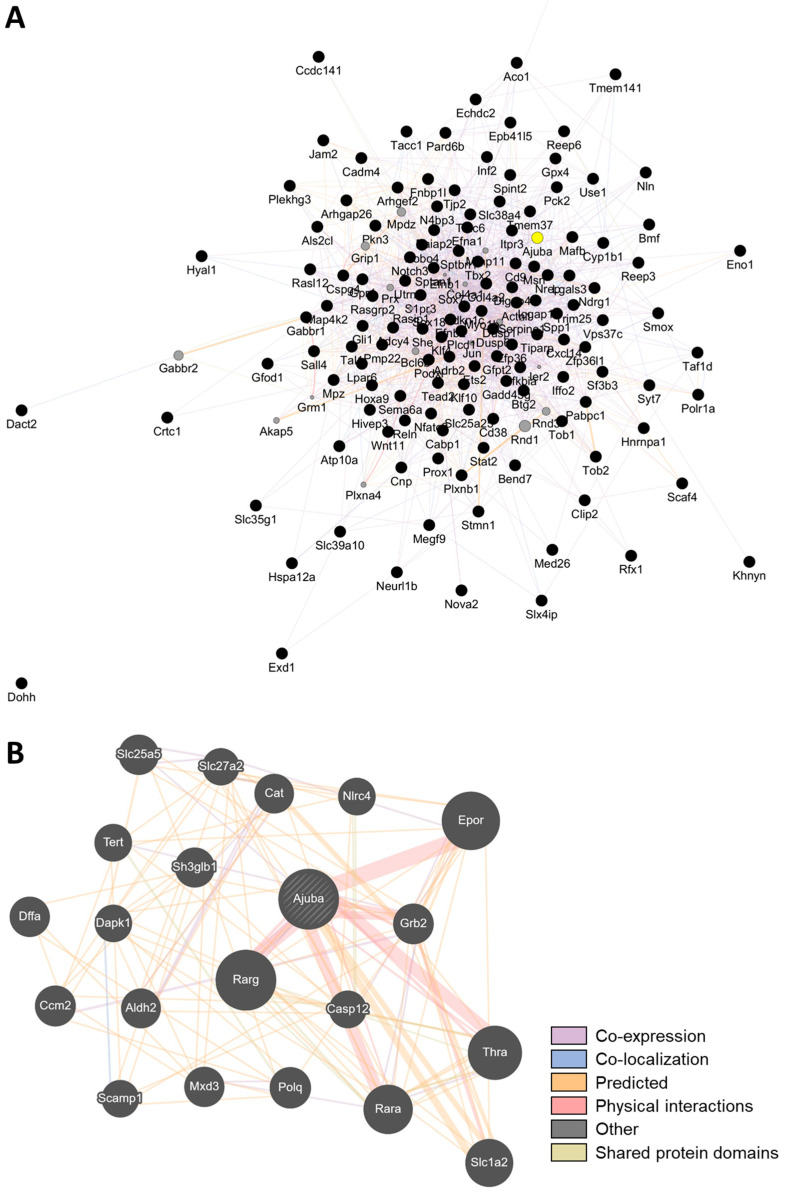
Network-based identification of Ajuba as a central KLF4-associated gene responsive to dietary interventions. (**A**) Network of *Klf4*-associated genes filtered for relevance to age-related sarcopenia (logCPM > 0) and responsiveness to functional food interventions (effect score > 1). The gene network was constructed using GeneMANIA based on the filtered gene set. (**B**) Subnetwork highlighting Ajuba, which acts as a central hub gene with connections across multiple interaction types, including co-expression, co-localization, predicted functional associations, and direct physical interactions. Diagonal hatching indicates that the gene belongs to multiple functional categories. The prominence of *Ajuba* in multiple data layers supports its integrative regulatory role in sarcopenia-related molecular pathways.

**Figure 6:**
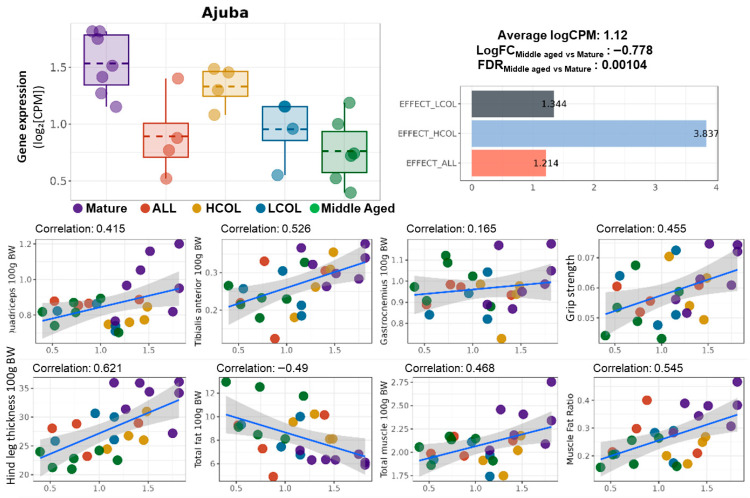
Expression of *Ajuba*, intervention-specific effect scores, and correlation with phenotypes. Boxplot of *Ajuba* expression (logCPM) across experimental groups; summary statistics indicate the average expression level (logCPM = 1.12), log fold change between Middle-aged and Mature groups (LogFC = –0.778), and false discovery rate (FDR = 0.00104); the bar graph shows the effect scores of *Ajuba* across interventions: LCOL = 1.344, HCOL = 3.837, and ALL = 1.214; LogFC values are calculated based on logCPM following normalization, representing the fold change in expression between Middle-aged and Mature groups; scatter plots show the Pearson correlation between *Ajuba* expression and muscle-related phenotypes: quadriceps weight, tibialis anterior weight, gastrocnemius weight, grip strength, hindlimb thickness, total fat, total muscle, and muscle–fat ratio (all normalized to body weight); linear regression lines with 95% confidence intervals are shown; correlation coefficients are indicated in each panel; Mature, 21 weeks old, *n* = 6; Middle aged, 61 weeks old, *n* = 6; ALL, allulose, 61 weeks old, *n* = 4; LCOL, low-molecular-weight collagen hydrolysate, 61 weeks old, *n* = 4; high-molecular-weight collagen hydrolysate groups, 61 weeks old, *n* = 4; Blue line represents the Pearson correlation regression line, and the gray shaded area indicates the 95% confidence interval.

**Table 1:** Diet composition for animal experiment.

Ingredient (g)	AIN-93G	AIN-93G + 3% ALL	AIN-93G + 0.2% LCOL	AIN-93G + 0.2% HCOL
Casein	200	200	200	200
Corn starch	397.5	397.5	397.5	397.5
Sucrose	100	100	100	100
Maltodextrin	132	132	132	132
Cellulose	50	20	48	48
Soybean oil	70	70	70	70
Mineral mix *	35	35	35	35
Vitamin mix ^†^	10	10	10	10
TBHQ, antioxidant	0.014	0.014	0.014	0.014
L-Cystine	3	3	3	3
Choline bitartrate	2.5	2.5	2.5	2.5
Allulose		30		
Low-molecular-weight collagen hydrolysate	-		2	-
High-molecular-weight collagen hydrolysate	-		-	2
Total (g)	1000	1000	1000	1000
Total protein contents (g)	200	200	202	202
Calories (cal/g)	3948	3948	3956	3956

The Mature group and the Middle-aged group were both maintained on the standard AIN-93G diet. LCOL, low-molecular-weight collagen; HCOL, high-molecular-weight collagen; ALL, allulose. * Mineral Mixture (AIN-93G) (gram/kg): Calcium Carbonate 357, Monopotassium Phosphate 196%, Potassium Citrate Monohydrate 70.78, Sodium Chloride 74, Potassium Sulfate 46.6, Magnesium Oxide 24, Ferric Citrate 6.06, Zinc Carbonate 1.65, Manganese Carbonate 0.63, Copper Carbonate 0.3, Potassium Iodate 0.01%, Sodium Selenate, Anhydrous 0.0103, Ammonium Molybdate 4H_2_O 0.00795, Sodium Metasilicate 9H_2_O 1.45, Chromium Potassium Sulfate 12H_2_O 0.275, Lithium Chloride 0.0174, Boric Acid 0.08145, Sodium Fluoride 0.0635, Nickel Carbonate 0.0318, Ammonium Vanadate 0.0066, Powdered Sugar 221. ^†^ Vitamin mix (AIN-93G) (gram/kg): Nicotinic Acid 3.00, D-Calcium Pantothenate 1.60, Pyridoxine HCl 0.70, Thiamine HCl 0.60, Riboflavin 0.60, Folic Acid 0.20, D-Biotin 0.02, Vitamin B12 (0.1% triturated in mannitol) 2.50, a-Tocopherol Powder (250 U/gm) 30.00, Vitamin A Palmitate (250,000 U/gm) 1.60, Vitamin D3 (400,000 U/gm) 0.25, Phylloquinone 0.075, Powdered Sucrose 959.655.

## Data Availability

The datasets used are available on request from the authors.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26167869/s1.

How the deposited data were processed for this re-analysis (not part of the article)

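Gene expression was measured by mRNA sequencing of gastrocnemius muscle from 17 mice: 7 Mature, 6 Middle-aged and 4 ALL. The deposited values are a count per gene and library, as the authors made them. They are whole numbers, and no normalization was found in them. The paper names STAR and StringTie for alignment and quantification and the processing notes of the submitters name HISAT2 2.1.0 and featureCounts, so the counting program is stated in more than 1 way. The file lists 45777 genes. Another 18 columns with values per sample were not used: 10 columns of counts for mice outside the 3 groups, and 8 columns of TPM, a normalized unit. The labels give the extracted tissue as gastrocnemius in one field and name adipose and liver in another, and the tissue of the paper was used.
Libraries held 49774656 to 72640511 counts. The median standard error of a logFC was 0.121 for Middle-aged against Mature and 0.14 for ALL against Middle-aged over the genes tested. The 42 pairs of replicates within groups differed by a chi-square per gene of 20.3 to 239, so no library was a repeat of another. Mature replicates 1, 2 and 3 differed by 20.3 to 26.7 from each other and by 58.0 to 135 from the other Mature mice. Middle-aged replicates 1, 3 and 4 differed by 25.8 to 38.8 from each other and by 78.7 to 239 from the other Middle-aged mice. Mitochondrial shares were also higher in these mice, at 20.0% to 23.2% compared with 15.0% to 17.5% in the others. The cause of this grouping was not tested, and the fit had no term for it. Nothing in the labels pairs the groups by replicate number, so the groups were compared as independent mice. The library most correlated with a given one in another group had the same number in 11 of 28 checks, so a pairing is not excluded. The median correlation was 0.063 over the 14 pairs with the same number and −0.0062 over the 80 other pairs. The number of checks to be met by chance was not computed.
Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, which removed 29046 genes and left 16731; TMM; quasi-likelihood F test; common dispersion 0.0332; prior degrees of freedom 4.67; prior count of 0.125 for fold changes and 2 for log2 CPM), limma 3.58.1 (voom, camera with a preset correlation of 0.01 or an estimated one, and fry) and DESeq2 1.42.0. Figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Comparisons were Middle-aged against Mature, ALL against Middle-aged and ALL against Mature, each at an FDR under 0.05. On simulated counts with 200 changed genes, edgeR recovered 89 of 100 genes changed 2-fold and 69 of 100 changed 1.5-fold between Middle-aged and Mature (2 false calls), and 92 and 62 between ALL and Middle-aged (3 false calls). The changed genes were drawn only from genes of higher expression, and each gene was simulated independently of the others. These rates may therefore be too high for the genes tested as a whole.
The groups, comparisons, 36 gene lists, alternatives and the rule for named genes were chosen before the data were examined. The rule names the genes in the text and legends of the paper, the 10 highest and 10 lowest logFC among genes past the threshold with logCPM over 0 whose groups do not overlap, up to 4 members with the smallest p per list, and the 5 highest and 5 lowest effect scores under each denominator. The values in the tables and figures of the paper had been seen. The alternatives were DESeq2, scaling by library size alone, no filter on low counts, a fit of only the 2 groups compared, the likelihood ratio test, a block on replicate number, a prior count of 2, ALL against Mature as the denominator of the effect score, a split of the Middle-aged mice between comparisons, and each mouse left out in turn, which for the counts within gene lists, the scores with ALL against Mature as the denominator and the bound of Ighg2b was added after the data were seen. Phenotypes, correlations with muscle weight and the collagen diets were left out, since they are not among the values used.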

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

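Tests of the shared immediate early response, of ALL replicate 2, of Mature replicates 5 and 7 and of the amount of nerve were chosen only after the result was seen.
Of the 1472 age-changed genes, 68.8% moved back towards Mature in ALL. Giving 3 Middle-aged mice to each comparison, so that no mouse stood in both, gave a mean of 56.1% (SD 9.99 over 20 ways), within 1 SD of 50%. The 20 ways reuse the same mice, and their age-changed genes ranged from 478 to 1240 in number. This SD is therefore not a standard error, and the distance from 50% cannot decide whether the shared mice gave the pattern. Splits of the 10 older mice into 6 and 4 gave a share as large in 35 of 100, with 83.0% as the highest other, so chance cannot be excluded. The shared mice and chance therefore stay open, as does an effect of allulose.
Klf4, Btg2 and Sik1 were higher in Middle-aged mice and near Mature in ALL. Without ALL replicate 2 their median logFC between ALL and Middle-aged mice was −0.30 rather than −0.45 (median standard error 0.18), too close to 0 against its error to decide whether that mouse alone gave the pattern. Their median correlation within groups with the other immediate early genes was 0.48 (95th percentile of random sets 0.41), with 0.33 for Klf4, 0.74 for Btg2 and 0.48 for Sik1, which is consistent with an acute response that differs from mouse to mouse for the set, while Klf4 alone lies below 0.41, a limit set for medians of 3 genes. That mouse, such a response, age and diet all stay open.
Schwann cell and nerve markers were lower in Middle-aged mice (11 of 14). Without Mature replicates 5 and 7 their median logFC was −1.09 rather than −1.66 (median standard error 0.35), which argues against these mice alone. The markers correlated with each other within groups at 0.68 (95th percentile of random lists 0.071), as a different amount of nerve in the dissected muscle would give. That difference in dissection and a biological effect of age both stay open.
Lists that the paper does not test, some with members that it discusses (Actc1, Cdkn1c and Igkc), held members past the threshold between Middle-aged and Mature mice: endothelial (10 lower), smooth muscle and pericyte (8 lower), collagen and matrix (14 lower), tendon (7 lower), myogenic (5 lower, 2 higher), interferon response (5 lower) and B cell and plasma cell (4 higher).
Single mice lay far from the rest of their group in 23 of 264 groups of values, where chance gives 1 in 20 groups, or 13.2. Over all genes named by the rule this was 52 of 748 groups, where chance gives 37.4. Among Middle-aged mice these were replicate 5 for Klf4 (21.2 CPM, others 8.77 to 13.4), Pecam1 (46.8), Tnmd (1.26) and Col4a2 (52.4), replicate 6 for Peg3 (28.8) and Lats1 (24.8), replicate 1 for Gadd45g (98.1) and Cidec (15.8), and replicate 2 for Gpx4 (289.05) and, as the lowest, Yap1 (35.8). Among Mature mice these were replicate 2 for Alb (0.471) and, as the lowest, Btg2 (10.7), replicate 5 for Tmem132b (3.13) and Igkc (0.376), replicate 7 for Ugt8a (4.36) and, as the lowest, total counts (49.8 M), replicate 6 for Peg3 (73.5) and the immediate early score (0.087), and replicate 3 for the smooth muscle score (0.36) and, as the lowest, Trf (4.20) and the adipocyte score (−1.05). In ALL these were replicate 2 for Egfl7 (27.1) and replicate 4 for Alb (0.0589, others 0).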

How the results depend on the processing

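Leaving out Mature replicates 5 and 7 together, each mouse in turn for the gene lists, scores with ALL against Mature as the denominator without each mouse in turn, and which ALL against Middle-aged values to print, were chosen only after the result was seen.
Between Middle-aged and Mature mice the count of 1721 genes was 2200 with DESeq2, 1480 with library size alone, 1336 without a filter, 1663 with only the 2 groups compared, 1956 with the likelihood ratio test, 1584 with the replicate block and 1310 to 1816 without each mouse in turn. Between ALL and Middle-aged mice the count of 0 (603 at an unadjusted p under 0.05) was 2 with DESeq2, 4 with the likelihood ratio test and 0 to 1 without each mouse in turn (1 without ALL replicate 3). Between ALL and Mature mice the count of 1087 was 1696 with DESeq2, 615 with the replicate block and 430 to 1096 without each mouse in turn (707 without Mature replicate 6, 430 without ALL replicate 3, 650 without ALL replicate 4). Nothing in the labels pairs the mice by replicate number, so the block has no stated basis in the design, though a pairing is not excluded.
The Klf4 age logFC lost its call without a filter (0.55) and with the block (0.50), and ranged from 0.35 to 0.64 without each mouse in turn. The Klf4 score was 6.71 with ALL against Mature as the denominator. The share moved back was 56.1% with the Middle-aged mice split. Ajuba between ALL and Middle-aged mice ranged from −0.0105 (reversed, without ALL replicate 4) to 0.33, and its score from 2.36 to 75.0, without each mouse in turn, and the score was 1.34 with ALL against Mature as the denominator. The cause was not tested.
For named genes between Middle-aged and Mature mice, 1703 values without a mouse and 741 under other settings kept direction and call, 247 and 55 lost the call, 5 and 7 gained it, and 0 reversed. List members were counted here only if they passed the main test. The genes of largest change and of the effect scores had been chosen for passing it, so few reversals were possible. The count that follows covers all tested genes of the rule and cannot be set against this one. Between ALL and Middle-aged mice, 61 of 248 genes named by the rule changed sign in at least 1 setting, 60 of them genes whose value is not printed here. Some of these values were left out after the changes of sign were seen, and not all of them lie near 0. The largest absolute logFC among the 61 was 0.80, and 0 had an unadjusted p under 0.05 from edgeR.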

Differences from the paper's values

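No test in this part was chosen after the result was seen. However, ALL against Mature was made an alternative denominator because Fig. 4 and Fig. 6, seen beforehand, looked closer to it. Those figures hold the scores of Klf4 and Ajuba, so its nearness to these scores is not an independent check.
The effect score of Klf4 in ALL is 9.75 in the paper and 1.18 here, and of the alternatives chosen before the data were examined only ALL against Mature as the denominator (6.71) falls within 1.5 times the value of the paper. The effect score of Ajuba in ALL is 1.214 in the paper and 3.94 here, and again only that denominator (1.34) comes within it. The FDR of Ajuba between Middle-aged and Mature mice is 0.00104 in the paper and 0.0075 here, and only the likelihood ratio test (0.00082, within a range of 0.00054 to 0.020) comes within it. The score of Sik1 is about 33 in Fig. 3, read by eye, and 1.14 here, and no alternative reaches it (8.13 with ALL against Mature as the denominator). The logFC of Gm13292 between Middle-aged and Mature mice is −0.987 in the paper, after turning the sign printed in Table S1, and −0.14 here, and no alternative reaches it. Its logCPM is 0.58 in Table S1 and 6.44 here, so the 2 values are not from the same level of expression.
Table S1 lists 1300 entries with 1285 names, of which 1159 were tested here. Its logFC column is positive where expression is higher in Mature, and after turning the sign 1157 genes have the same sign as here (correlation 0.972). Of the 1159, 1040 passed the test here and 119 did not (96 of these at an unadjusted p under 0.05), and 681 genes called here are not in the table. The legend of Fig. 1 places genes that increase with aging on the side where the column is positive, whereas Actc1 lies there and falls here (logFC −3.20). The paper names Tmem132b as positively related to muscle mass, and it rises with age here (logFC 3.05).
Per1 and AW551984, which the paper calls, did not pass here, but Per1 did in the fit of only the 2 groups compared (adjusted p = 0.0086) and without ALL replicate 2 (0.0052), within a range of 0.0052 to 0.17, and AW551984 did with DESeq2 (0.033), with the likelihood ratio test (0.044), without Mature replicate 4 (0.041) and without Mature replicate 7 (0.049), within a range of 0.033 to 0.12. C3 (logFC 0.68, adjusted p = 0.060) passed in the fit of only the 2 groups compared (0.045), with the likelihood ratio test (0.028) and without Middle-aged replicate 4 (0.043), within a range of 0.028 to 0.13. Ighg2b passed with the likelihood ratio test alone (0.0023, within a range of 0.0023 to 0.24).
The paper describes a lower score as a greater reversal in one sentence and a higher score as such in others. It also refers to Klf4 as declining with age in one sentence, whereas Klf4 is higher in Middle-aged mice there and here (logFC 0.55).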

Other observations

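No test in this part was chosen after the result was seen, except the lists without each mouse in turn and without Mature replicates 5 and 7 together.
Fat, liver, epidermis and macrophage markers and collagen genes tended to lie lower in ALL than in Middle-aged mice, and Schwann cell markers higher. No gene of these lists passed over all genes. Of 14 adipocyte markers, 0 passed edgeR or DESeq2, 1 was higher and 8 were lower at an unadjusted p under 0.05, and 5 were lower when adjusted over the list alone (median logFC −1.60, adjusted p = 0.38 with an estimated correlation), with −2.07 for the adipokine Adipoq and −2.47 for the lipid droplet gene Cidec (−1.39 and −1.60 without Middle-aged replicate 1, −1.31 and −1.74 with a replicate block). Of the liver list 3 genes were measured and all 3 were lower when adjusted over the list alone (median logFC −1.46, camera adjusted p = 0.017, adjusted p = 0.34 with an estimated correlation), and of 4 epidermis markers 2 were (median logFC −0.62, camera adjusted p = 0.0020, adjusted p = 0.34 with an estimated correlation), while 0 of either list passed edgeR or DESeq2 over all genes and 3 and 2 were lower at an unadjusted p under 0.05. The liver gene Alb lay near 0, with at most 27 counts in a Middle-aged and 4 in an ALL mouse. The epidermis gene Krtdap had 92 and 158 counts in Middle-aged replicates 4 and 5 and 4 to 12 in the other Middle-aged mice. Of 17 macrophage markers, 0 passed edgeR or DESeq2 and 4 were lower at an unadjusted p under 0.05 (median logFC −0.67, adjusted p = 0.34 with an estimated correlation), with −0.86 for the complement gene C1qa. Of 14 Schwann cell markers, 0 passed edgeR or DESeq2 and 4 were higher at an unadjusted p under 0.05 (median logFC 0.73, adjusted p = 0.35 with an estimated correlation), with 1.26 for the glial factor Sox10. Of 28 collagen and matrix genes, 24 were lower and 0 passed edgeR or DESeq2 (median logFC −0.28, camera adjusted p = 9.7e-07, adjusted p = 0.35 with an estimated correlation). Compared with Mature mice, 17 of the 28 were called lower in ALL and 14 in Middle-aged mice. Between ALL and Middle-aged mice, camera called 17 of the 36 lists with a preset correlation (8 higher and 9 lower), 0 with an estimated one (lowest adjusted p = 0.34), and fry called 0 (lowest adjusted p = 0.45). Among the 17 were also the glycolysis (18 of 21 higher), endothelial (13 of 15 higher), antigen presentation (10 of 12 lower) and fibroblast lists (13 of 14 lower).
Between Middle-aged and Mature mice, 5 of 18 interferon response genes fell (6 when adjusted over the list alone, adjusted p = 0.60 with an estimated correlation), with a logFC of −0.87 for the antiviral gene Rsad2. This count was 3 with library size alone, without Mature replicate 2 or 6, without Middle-aged replicate 1, 3 or 4, and without Mature replicates 5 and 7 together. The cell cycle inhibitor Cdkn1b fell (logFC −0.60).
Splits of the mice were counted for each comparison, with the real split included. As many genes as the 1721 between Middle-aged and Mature mice were called in 1 of 100 splits, with 1 gene in the highest other, and as many as the 1087 between ALL and Mature mice in 1 of 100, with 1 gene in the highest other, so chance can be excluded for both. As many genes as the 603 with an unadjusted p under 0.05 between ALL and Middle-aged mice came from 60 of 100 splits, with 1936 in the highest other, so chance cannot be excluded.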
